# Possible Roles of CC- and CXC-Chemokines in Regulating Bovine Endometrial Function during Early Pregnancy

**DOI:** 10.3390/ijms18040742

**Published:** 2017-03-31

**Authors:** Ryosuke Sakumoto, Ken-Go Hayashi, Shiori Fujii, Hiroko Kanahara, Misa Hosoe, Tadashi Furusawa, Keiichiro Kizaki

**Keywords:** cow, endometrium, chemokines, tissue culture, pregnancy

## Abstract

The aim of the present study was to determine the possible roles of chemokines in regulating bovine endometrial function during early pregnancy. The expression of six chemokines, including CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10, was higher in the endometrium at 15 and 18 days of pregnancy than at the same days in non-pregnant animals. Immunohistochemical staining showed that chemokine receptors (CCR1, CCR2, CCR3, and CXCR3) were expressed in the epithelial cells and glandular epithelial cells of the bovine endometrium as well as in the fetal trophoblast obtained from a cow on day 18 of pregnancy. The addition of interferon-τ (IFNT) to an endometrial tissue culture system increased CCL8 and CXCL10 expression in the tissues, but did not affect CCL2, CCL11, and CCL16 expression. CCL14 expression by these tissues was inhibited by IFNT. CCL16, but not other chemokines, clearly stimulated interferon-stimulated gene 15 (ISG15) and myxovirus-resistance gene 1 (MX1) expression in these tissues. Cyclooxygenase 2 (COX2) expression decreased after stimulation with CCL8 and CCL14, and oxytocin receptor (OTR) expression was decreased by CCL2, CCL8, CCL14, and CXCL10. Collectively, the expression of chemokine genes is increased in the endometrium during early pregnancy. These genes may contribute to the regulation of endometrial function by inhibiting COX2 and OTR expression, subsequently decreasing prostaglandin production and preventing luteolysis in cows.

## 1. Introduction

The establishment of pregnancy is the result of successful communication between the conceptus and the maternal endometrium. When animals become pregnant, the corpus luteum (CL) remains functional and the dynamics of prostaglandin (PG) F2α secretion from uterus in early pregnancy changes from that in the comparable stages of the estrous cycle [1,2,3]. At the time of recognition of pregnancy, the bovine conceptus produces interferon-τ (IFNT) to prevent luteolysis, which is induced by a pulsatile release of PGF2α from the uterus [2,3]. IFNT plays various roles in ruminants, such as uterine receptivity to implantation and differentiation of the conceptus [2,3,4]. Extensive research during the last decade, including global transcriptome studies, demonstrated the enrichment of immune-related genes, including interferon-stimulated genes (ISGs), in the endometrium of a pregnant cow compared to non-pregnant or cyclic heifers [5,6,7,8,9,10,11]. However, the physiological roles of these pregnancy-dependently regulated genes in the mechanism of maternal recognition are not yet fully understood. Understanding the role of the fetal-maternal interaction during early pregnancy might help to determine a way to improve reproductive efficiency and alleviate deficiencies.

Therefore, in the present study, we evaluated global gene expression patterns in the endometrium of pregnant and non-pregnant cows using a custom-made, 15 K bovine oligo DNA microarray analysis. Since the expression of messenger RNA of six chemokines, including CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10, drastically increased in the endometrium during early pregnancy, the effects of IFNT and fetal trophoblast-derived total protein on the expression of chemokine genes were subsequently evaluated. Furthermore, the effects of these chemokines and pregnancy-related substances, including IFNT, tumor necrosis factor-α (TNF) and leukemia inhibitory factor (LIF), on the expression of interferon-stimulated gene 15 (ISG15), myxovirus-resistance gene 1 (MX1), cyclooxygenase 2 (COX2), oxytocin receptor (OTR), and estrogen receptor α (ESR1) by cultured endometrial tissues were studied to assess the physiological roles of chemokines in regulating endometrial function during early pregnancy in cows.

## 2. Results

### 2.1. Expression of Chemokines and Their Receptors in the Bovine Endometrium during Early Pregnancy

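Labeled RNA from the caruncular endometrium of Japanese Black cows was hybridized to a custom one-color Agilent array of bovine oligonucleotide probes, with 1 cow per array. The 15 arrays analyzed here came from 4 non-pregnant and 3 pregnant cows on day 15 and from 4 non-pregnant and 4 pregnant cows on day 18, whereas the paper gives 4 animals per stage. Each array had 15744 spots and 15208 probes other than controls. The authors' image analysis removed the background of each spot, gave it a processed signal on a linear intensity scale, and marked the spots well above background. On day 15, the median signal of an array was from 315 to 409 (median of 375) in the non-pregnant group and from 545 to 686 (median of 624) in the pregnant group. On day 18, it was from 790 to 838 (median of 807) and from 407 to 563 (median of 516), respectively. The share of probes well above background was 78.4 to 85.1% and 78.6 to 88.3% in the non-pregnant and pregnant groups of day 15, and 73.1 to 76.8% and 65.6 to 73.9% in those of day 18. The lowest signal well above background was from 9.60 to 28.3 in the arrays of day 15 and from 53.5 to 75.03 in those of day 18, so weak transcripts lay closer to background on day 18. From 0 to 4 probes per array were saturated. The number of arrays per group limits the precision of each value.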

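As in the methods, each processed signal was divided by the median of its array, and log2 of this ratio was tested with limma, which was fitted with 1 mean per group over all 15 arrays. The authors' table of log2 values for the same arrays was scaled in another way, because it equalled the log2 signal minus a constant that differed from log2 of the array's 75th percentile by -0.0126 to -0.00519 and from log2 of its median by 2.72 to 3.19. Of the 15208 probes, 13164 were well above background in at least 3 arrays and were tested. A probe was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change over 2. On day 15, limma called 105 probes with 49 gene symbols, of which 46 were higher and 59 lower in the pregnant group (43.8% higher). On day 18, it called 757 probes with 418 gene symbols, of which 481 were higher and 276 lower (63.5% higher). On both days 6 probes were called, 4 of them in the same direction. The direction of the calls moved with the scaling, to 62.4% higher among 93 calls on day 15 after division by the 75th percentile or in the authors' log2 table, and to 49.0% higher among 827 calls on day 18 after quantile normalization.

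Of the alternatives set before the data were examined, the methods' t-test with Benjamini-Hochberg adjustment gave the lowest count on day 15, of 0 probes (1681 at an unadjusted p under 0.05), with 188 on day 18, and array weights in limma gave the highest, of 1004, with 1421 on day 18. At the threshold of the methods without adjustment, and a fold change over 2, the same test called 433 and 1157 probes. When 1 array was left out in turn, the count of day 15 ran from 4 (without pregnant replicate 1 or 3) to 344 (without non-pregnant replicate 3), and that of day 18 from 428 (without pregnant replicate 2) to 1043 (without non-pregnant replicate 1). Each of the 9 slides held arrays of 1 group, and limma with the slide as a random block called 52 and 531 probes. The non-pregnant arrays of day 15 were scanned on 3 days and each other group on 1 day, and no scan day held arrays of more than 1 group. With the scan day as a random block, an alternative chosen after the data were seen, limma called 0 probes on day 15 (692 at an unadjusted p under 0.05) and 49 on day 18 (888). For the count of day 18, the scan day and pregnancy cannot be told apart. The block applied 1 correlation (0.336) to all probes, which rested on the 3 scan days of the non-pregnant group of day 15. It therefore did not measure an effect of the scan day on the arrays of day 18.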

Microarray analysis detected 344 and 1336 differentially expressed genes in the bovine endometrium at 15 and 18 days of pregnancy compared with the same days in non-pregnant cows (>2-fold change; *p* < 0.05). 

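Each of CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10 had 1 probe on the array, and the probe of CCL16 was assigned by its description. In the RefSeq genes of the bovine assembly ARS-UCD2.0, CCL8, CCL11, and CCL2 follow one another, CCL14 lies next to CCL16, and CXCL10 lies next to CXCL11. On day 15, the log2 fold change of pregnant over non-pregnant cows was 1.57 for CCL2 (SE 0.44, limma adjusted p = 0.117) and 1.94 for CCL8 (SE 0.66, adjusted p = 0.193). It was 1.35 for CCL14 (SE 0.54, adjusted p = 0.252), 1.11 for CCL16 (SE 0.42, adjusted p = 0.235), and 0.80 for CXCL10 (SE 0.53, adjusted p = 0.503). None of these 5 passed the threshold over all 13164 probes, and CCL11 fell by 0.95 (SE 0.94, adjusted p = 0.687). This fall rested on single arrays, with a log2 fold change of -1.83 without non-pregnant replicate 3 and -0.07 without pregnant replicate 1. CCL11 was not well above background in either of these arrays. On day 18, the log2 fold change was 3.81 for CCL8 (SE 0.61, adjusted p = 0.00201) and 3.62 for CXCL10 (SE 0.49, adjusted p = 0.000467). CCL11 was not well above background in any non-pregnant array of day 18 and was at least 8.43-fold higher in the pregnant group (adjusted p = 0.00217), or at least 5.61-fold without pregnant replicate 3. Such a bound sets the mean of the brighter group against, for each array of the dimmer group, the higher of the lowest signal well above background and the probe's own signal. CCL2 (log2 fold change of 0.40), CCL14 (-0.18), and CCL16 (-0.08) did not differ on day 18, with adjusted p from 0.585 to 0.926.

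On day 15, array weights gave log2 fold changes of 1.87 for CCL2, 2.32 for CCL8, 1.83 for CCL14, and 1.75 for CXCL10 and put these 4 past the threshold. Among the non-pregnant arrays of day 15, replicate 2 had a weight of 2.31 against 0.258 to 0.536, so these values lean on it. CXCL10 was lowest in that array (1.40 array medians), and its unweighted log2 fold change without that array was 0.27. Over the alternatives set beforehand, leaving out each array included, the adjusted p ran from 0.00709 to 0.41 for CCL2, from 0.00616 to 0.51 for CCL8, from 0.0148 to 0.613 for CCL14, and from 0.0161 to 0.832 for CXCL10. Without non-pregnant replicate 3 of day 15, the log2 fold change was 1.93 for CCL2 and 2.47 for CCL8, and both were called. The methods' t-test at its threshold without adjustment called CCL2 and CCL16 on day 15. With the scan day as a random block, the adjusted p on day 18 was 0.201 for CCL8, 0.213 for CCL11, and 0.0796 for CXCL10, whereas over the alternatives set beforehand it stayed at or under 0.0395, 0.0218, and 0.0287, respectively.

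**Figure D1:**
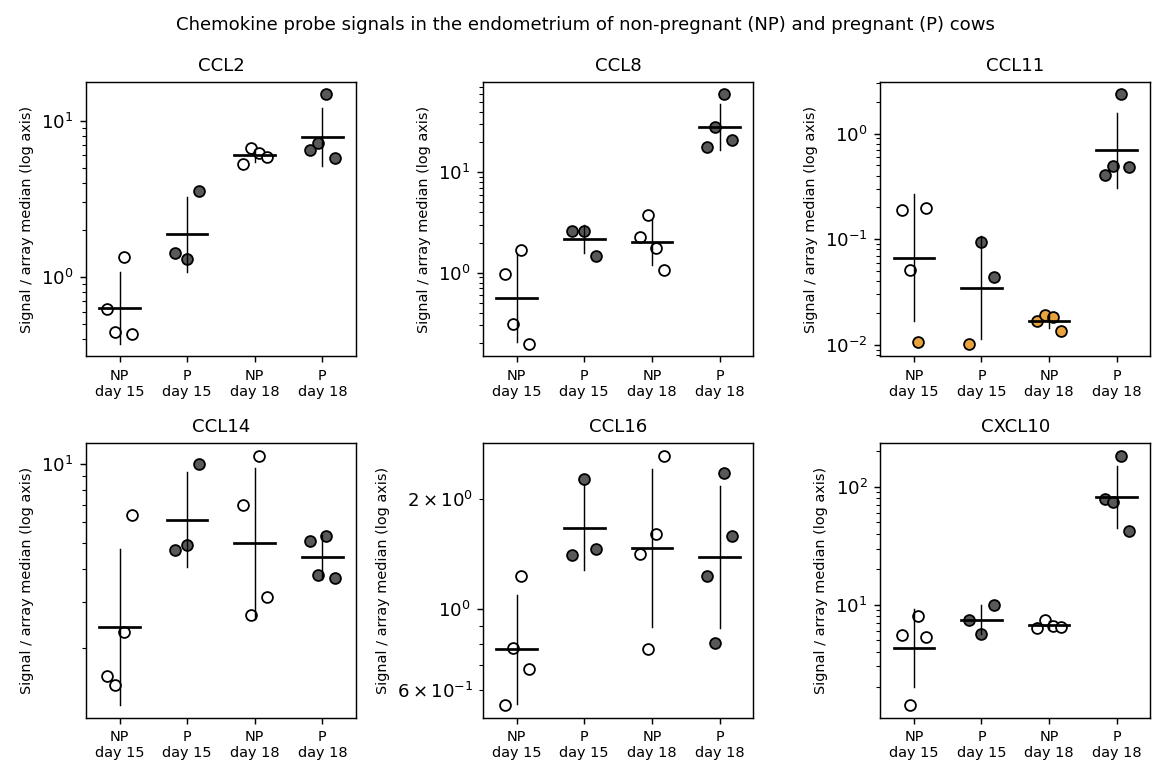
Signal relative to the array median (log axis) of 6 chemokines in each of 15 arrays by group, with pregnant cows in grey, non-pregnant cows as open circles, and orange for a signal not well above background; bars give the mean of log2 values and lines its SD. The 4 pregnant arrays of day 18 lie above the 4 non-pregnant arrays of that day for CCL8, CCL11, and CXCL10.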

The expression of six chemokines, including CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10, was higher in the endometrium during early pregnancy than in the non-pregnant stage (Table 1).

Messenger RNA expression of these chemokines was confirmed by real-time PCR. Transcripts of CCL2, CCL8, CCL14, CCL16, and CXCL10 were more abundant in the endometrium at day 15 of pregnancy than at day 15 in non-pregnant cows (Figure 1; *p* < 0.05). Moreover, the expression of CCL8, CCL11, and CXCL10 mRNA was higher in the endometrium at day 18 of pregnancy than at day 18 in non-pregnant cows (Figure 1; *p* < 0.05). Although messenger RNAs of chemokine receptors (CCR1, CCR2, CCR3, and CXCR3) were detected in the bovine endometrium during both the estrous cycle and pregnancy, there were no significant changes in the expression of these receptors between the estrous cycle and pregnancy.

Immunohistochemical staining showed that CCR1 (binds to CCL8, CCL14, and CCL16), CCR2 (binds to CCL2, CCL8, and CCL16), CCR3 (binds to CCL11), and CXCR3 (binds to CXCL10) were expressed in the epithelial and glandular epithelial cells of the endometrium as well as in the fetal trophoblast obtained from day 18 of pregnancy (Figure 2).

### 2.2. Effects of IFNT and FMP on Chemokine Expression in Cultured Endometrial Tissues

The addition of IFNT increased CCL8 and CXCL10 expression in cultured endometrial tissue (Figure 3b,f; *p* < 0.01), but it did not affect CCL2, CCL11, and CCL16 expression. CCL14 expression in this tissue was inhibited by IFNT (Figure 3d; *p* < 0.05). In addition, the supernatant derived from homogenized fetal trophoblast (FMP) of day 18 of pregnancy stimulated CCL8 and CXCL10 expression in the endometrial tissues (Figure 3b,f; *p* < 0.05).

### 2.3. Effects of Chemokines, IFNT, FMP, TNF, and LIF on ISG15, MX1, COX2, OTR, and ESR1 Expression in Cultured Endometrial Tissues

CCL16 clearly stimulated both ISG15 and MX1 expression in the cultured endometrial tissues (*p* < 0.001), whereas the other chemokines had no effect (Figure 4a,b). COX2 expression decreased after the stimulation of CCL8 and CCL14 (Figure 4c; *p* < 0.05 or lower), and OTR expression was decreased by CCL2, CCL8, CCL14, and CXCL10 (Figure 4d; *p* < 0.05 or lower). In contrast, ESR1 mRNA expression was not affected by all tested chemokines (Figure 4e).

The addition of IFNT and FMP increased the expression of ISG15 and MX1, and decreased the expression of COX2 and OTR, in cultured endometrial tissues (Figure 5a–d; *p* < 0.05 or lower). As expected, TNF stimulated COX2 expression and decreased OTR and ESR1 expression in these tissues (Figure 5c–e; *p* < 0.05). Interestingly, it also stimulated the expression of both ISG15 and MX1 (Figure 5a,b; *p* < 0.05). Moreover, LIF decreased the expression of COX2 and OTR in endometrial tissues (Figure 5c,d; *p* < 0.05), but did not affect ISG15, MX1, and ESR1 expression.

## 3. Discussion

The results of the current study demonstrated that gene expression in the bovine endometrium during early pregnancy differs from that in the endometrium during the estrous cycle. In particular, gene expression of six chemokines was apparently high in the endometrium on days 15 and 18 in pregnant cows in comparison to the non-pregnant cows. 

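Over 13130 probes with a value in every array, the first 3 principal components held 28.1, 18.1, and 11.4% of the variance. On the first component, the non-pregnant arrays of day 15 scored from -50.6 to -35.8, the pregnant arrays of day 15 from -34.2 to -32.6, the non-pregnant arrays of day 18 from -14.7 to 23.4, and the pregnant arrays of day 18 from 36.7 to 83.2. Non-pregnant replicate 3 of day 15 scored -40.4 on the first component, within the range of its own group. On components 2 and 3, it scored -30.4 and 27.3, within the ranges of the pregnant arrays of that day (-31.7 to -16.3 and 10.5 to 31.1). Pearson's r of log2 values between arrays of one group was from 0.945 to 0.989.

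Genes with the largest changes were taken from the called probes that had every array of one group beyond every array of the other and were well above background in every array of the higher group. By this rule, the largest rises on day 15 were those of RUFY1 (log2 fold change of 2.51, SE 0.53, adjusted p = 0.0422), ABCB1 (2.06, SE 0.33, adjusted p = 0.0196), and SLTM (1.90, SE 0.31, adjusted p = 0.0196), with LOC524650 at least 1.68-fold and TNP2 at least 1.63-fold higher. The largest falls on that day were those of PPM1G (-2.25), MSX2 (-2.04), PTPA (-1.89), C-MOS (-1.88), and SPATA2L (-1.77, over 2 pregnant arrays), with adjusted p from 0.0196 to 0.0283. C-MOS was higher in pregnant cows on day 18 (1.41, adjusted p = 0.0197). In RUFY1, ABCB1, SLTM, MSX2, PTPA, and SPATA2L, the non-pregnant group of day 15 lay apart from all the other groups. RUFY1 had a mean of 0.0669 array medians there, 0.315 in pregnant cows of day 15, and 0.331 and 0.310 in the groups of day 18. For PTPA the means were 43.3 against 12.4, 9.40, and 6.46. In LOC524650 and TNP2, the pregnant group of day 15 lay apart instead. Each of the 10 genes named for day 15 lost its call when any 1 of the 3 pregnant arrays of that day was left out, and TNP2 changed direction under normexp background correction. Over the alternatives set beforehand that keep all arrays, the fitted log2 fold change of LOC524650 on day 15 fell as low as 0.02. Its adjusted p reached 0.962 over these alternatives. By the same rule, which leaves out genes such as IFNT2 that were well above background in 3 of the 4 pregnant arrays, the largest rises on day 18 were those of TKDP4 (at least 271-fold, with 113-fold without pregnant replicate 4 and 1181-fold without replicate 1, which lay far below the others), OAS2 (log2 fold change of 6.19, SE 0.60, adjusted p = 3.21e-05), MX2 (6.09, SE 0.56, adjusted p = 2.92e-05), ISG15 (5.74, SE 0.51, adjusted p = 2.71e-05), and RSAD2 (5.46, SE 0.48, adjusted p = 2.62e-05). In the non-pregnant group of day 18, MX2 was well above background in 2 and OAS2 in 3 of the 4 arrays, so their sizes rest in part on signals near background. The largest falls were those of SELE (-4.20, SE 0.93, adjusted p = 0.0155), ACTA2 (-3.90, SE 0.62, adjusted p = 0.00191, with pregnant replicate 1 apart from the others), and GADD45G (-3.84, SE 0.94, adjusted p = 0.0257), with ADAMTS18 at least 5.14-fold and NPR3 at least 5.66-fold lower. SELE was well above background in 2 of the 4 pregnant arrays and GADD45G in 1, which limits their sizes in the same way, as it did for PPM1G (2 of 3 pregnant arrays) and RUFY1 (3 of 4 non-pregnant arrays) on day 15. The bound of ADAMTS18 was 2.10-fold without non-pregnant replicate 4 and 7.98-fold without replicate 1. The log2 fold change of GADD45G was -2.72 without non-pregnant replicate 4 and -4.58 without replicate 1. ADAMTS18 and GADD45G lost their call when single arrays of day 18 were left out. With the scan day as a random block, OAS2, MX2, ISG15, and RSAD2 kept their call, and the other 6 of day 18, C-MOS on day 18, and all 10 of day 15 did not. This block applied 1 correlation to all probes and no scan day held both groups, so it did not test the scan day for single genes.

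ISG15 had a signal of 10.6 ± 3.26 (SD, n = 4) array medians in non-pregnant and 46.8 ± 48.9 (n = 3) in pregnant cows of day 15, where its log2 fold change was 1.65 (SE 0.55, limma adjusted p = 0.188). On day 18, its signal was 12.2 ± 4.30 and 641 ± 174 (SD, n = 4 each). MX1 had a log2 fold change of 0.89 (adjusted p = 0.313) on day 15 and of 3.65 (SE 0.37, adjusted p = 4.81e-05) on day 18. The log2 fold changes of day 15 fell to 0.81 for ISG15 and 0.26 for MX1 without pregnant replicate 2 of that day. They rose to 2.32 and 1.39 without pregnant replicate 1. A list of 64 interferon-stimulated genes, of which 29 are on the array, had a median log2 fold change of 0.76 on day 15 (25 of 29 probes higher) and of 3.28 on day 18 (29 of 29), with a p of 1.73e-07 and 3.78e-44 from limma's camera. Without pregnant replicate 2 of day 15, its median on that day was 0.24. Of its probes, 0 and 27 had an adjusted p under 0.05 over all probes, and 2 and 28 when adjusted over the list alone. A list of 44 leukocyte genes, of which 30 are on the array, had a median of 0.03 on day 15 (17 of 31 probes higher, mean -0.01, p of 0.543) and of 0.66 on day 18 (28 of 31, p of 0.000712), with 0 and 1 probes under 0.05 over all probes and 0 and 9 adjusted over the list alone. Without pregnant replicate 3 of day 18, the leukocyte median of that day was 0.41. The sign of the leukocyte median on day 15 changed under quantile normalization, normexp, and a filter on all 15 arrays. With an estimated correlation, camera kept only the interferon-stimulated list of day 18 (p of 0.000308; 0.0794 for that list on day 15 and 0.0968 for leukocytes on day 18), whereas fry kept all 3 (p of 1.45e-08, 0.0376, and 0.00492). Under the scan-day block, which camera does not take, fry kept the interferon-stimulated list of day 18 (p of 3.56e-06) but not that list on day 15 (p of 0.133) or leukocytes on day 18 (p of 0.0703). From the results of the study, the paper concludes that endometrial gene expression in early pregnancy is unlike that of the cycle.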

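Taken as a set on the arrays, the 6 chemokines had a median log2 fold change of 1.23 on day 15 (mean 0.97, 5 of 6 higher, p of 0.000705 from limma's camera) and of 2.01 on day 18 (mean 2.16, 4 of 6 higher, p of 0.00239). With an estimated correlation, camera gave a p of 0.0272 and 0.0433, and fry gave 0.0103 and 0.000513. Under an adjusted p of 0.05, limma had 0 of the 6 on day 15 and 3 on day 18 over all probes, and 4 and 3 adjusted over the list alone. The 6 genes were chosen in the study from these arrays, so neither the set tests nor the counts adjusted over the list alone are independent evidence.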

In this study, we focused on the endometrial gene expressions on days 15 and 18 of pregnancy since IFNT production from trophoblast drastically increases around days 14–15 [12], and elongated conceptus is implanted to endometrial epithelial cells immediately after (on days 18–19) in cattle [5]. Messenger RNA expression of CCL8 and CXCL10 was higher in the endometrium during both day 15 and 18 of pregnancy, but the expression of CCL2, CCL14, and CCL16 were high in the endometrium of day 15 of pregnancy. 

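The signal of CCL8, relative to the array median, was 0.796 ± 0.695 (SD, n = 4) in non-pregnant and 2.23 ± 0.648 (n = 3) in pregnant cows on day 15 (exact two-sided permutation test on log2 values, p = 0.114). On day 18 it was 2.22 ± 1.14 and 31.6 ± 19.0 (n = 4 each, exact p = 0.0286, the smallest p that the arrays of either day allow). That of CXCL10 was 5.07 ± 2.76 and 7.62 ± 2.14 on day 15 (exact p = 0.343) and 6.70 ± 0.511 and 95.1 ± 61.5 on day 18 (exact p = 0.0286). On day 18 each pregnant array was above each non-pregnant array for both genes. On day 15 this held for 2 of 3 pregnant arrays for CCL8 and for 1 of 3 for CXCL10. CCL2 had a signal of 0.712 ± 0.429 and 2.09 ± 1.26 in non-pregnant and pregnant cows of day 15 (exact p = 0.0857) and of 6.03 ± 0.575 and 8.54 ± 4.20 on day 18 (exact p = 0.229). CCL14 had 2.94 ± 2.35 and 6.54 ± 2.95 on day 15 (exact p = 0.114) and 5.88 ± 3.77 and 4.48 ± 0.853 on day 18 (exact p = 0.771). CCL16 had 0.810 ± 0.296 and 1.72 ± 0.488 on day 15 (exact p = 0.0571, 3 of 3 pregnant arrays above each non-pregnant array) and 1.61 ± 0.770 and 1.496 ± 0.658 on day 18, where the exact test found no difference.

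Whether the effect of pregnancy differed between the days was tested by the interaction in limma, given as the log2 fold change of day 18 minus that of day 15, which had a median of 0.11 over all probes tested. It was 1.87 for CCL8 (SE 0.89, adjusted p = 0.268) and 2.82 for CXCL10 (SE 0.72, adjusted p = 0.0504). For CCL2, CCL14, and CCL16, it was -1.17, -1.53, and -1.19, with adjusted p of 0.302, 0.269, and 0.273. None of the 5 passed the threshold.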

CCL11 expression in the endometrium was high in the endometrium during only day 18 of pregnancy, suggesting that stage dependent changes of the expression of these chemokines have multiple roles in regulating maternal-conceptus communication. Moreover, CCL8 and CXCL10 were increased by stimulation with IFNT and FMP using an in vitro culture system. 

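For CCL11, the effect of pregnancy differed between the days past the threshold (interaction adjusted p = 0.0211 from limma). When the scan day was a random block, limma called 0 probes for the interaction (844 at an unadjusted p under 0.05), so this call was lost. Its size is not given as a fold change, because the probe was not well above background in the non-pregnant group of day 18. The signal was 0.112 ± 0.0951 (SD, n = 4) array medians in non-pregnant and 0.0493 ± 0.0421 (n = 3) in pregnant cows on day 15, where 3 of 4 and 2 of 3 arrays were well above background (exact two-sided permutation test, p = 0.486). On day 18 it was 0.937 ± 0.948 (n = 4) in pregnant cows, and all 4 arrays were above each non-pregnant array (exact p = 0.0286).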

The binding sites of chemokines were present in the endometrial epithelial and glandular epithelial cells. All tested chemokines, except for CCL11, attenuated the expression of genes coding for pregnancy-related substances in the cultured endometrial tissues. These observations lead us to hypothesize that chemokines play an important role in regulating bovine endometrial function during early pregnancy.

Immune cells, the main sources and targets of chemokines, are present in bovine endometrium throughout the estrous cycle, and the number of immune cells increases around the late luteal stage [13]. Eosinophils secrete both CCL2 (known as MCP-1) and CCL8 (MCP-2) and the number of eosinophils increase within the uterus during early pregnancy in ewes [14]. Both CCL2 and CCL8 act through CCR2 found on monocytes and memory T cells [15]. In addition, CCL8 also binds to CCR1 found primarily on T cells, monocytes, and eosinophils [15]. Here, we demonstrated that both CCR1 and CCR2 are present in endometrial epithelial cells, and that the expression of CCL8 was increased by IFNT and FMP, suggesting that CCL2 and CCL8 could affect endometrial function during the early gestation period. Indeed, the present study demonstrated that CCL2 decreases COX2 expression and CCL8 decreases both the expression of COX2 and OTR in cultured endometrial tissues. Since oxytocin (OT) stimulates endometrial PG production by activating COX2 in endometrial cells [16], CCL2 and CCL8 may subsequently contribute to inhibit PGF2α production to establish pregnancy in cows.

CXCL10, also known as IP-10, is found in monocytes that are localized in the subepithelial stroma of ovine endometrium, and its expression is stimulated by IFNT and interferon-γ [17]. The expression level of CXCL10 in the endometrium is higher in pregnancy than in the non-pregnant stage in goats [18]. 

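On the arrays, the CXCL10 signal of the 4 pregnant cows of day 18 was 79.7, 74.4, 184, and 42.3 array medians, against 6.32, 7.45, 6.58, and 6.44 in the 4 non-pregnant cows of that day. On day 15, the 3 pregnant cows had 7.36, 5.63, and 9.88 and the 4 non-pregnant cows had 5.53, 1.40, 8.08, and 5.27. Between the days, CXCL10 rose by 3.47 on the log2 scale in pregnant cows (SE 0.53, limma adjusted p = 0.0015), whereas the change of 0.65 in non-pregnant cows did not pass the threshold (adjusted p = 0.405). Over all probes tested, the median change between the days was 0.12 in pregnant cows. The arrays of the 2 days were scanned on different days, and with the scan day as a random block limma called 0 probes between the days in pregnant cows (1726 at an unadjusted p under 0.05), so the call of CXCL10 was lost.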

In cows, CXCL10 expression in the endometrium was high in pregnancy and its mRNA expression was stimulated by both FMP and IFNT in the present study. Furthermore, CXCR3, which is the binding site of CXCL10, was expressed in the bovine endometrium and fetal trophoblast on day 18 of pregnancy. CXCL10 inhibits OTR expression in cultured endometrial tissues. A previous study demonstrated that CXCL10 could induce the recruitment of numerous leukocytes, lymphocytes, and/or monocytes to the ovine uterus and enhance the ability to attach to day 17 trophoblasts and day 20 chorionic membranes [19]. CXCL10 also induces caprine trophoblast adhesion [20] and chemotaxis in human trophoblast cell lines [21]. These findings suggest that CXCL10 might affect not only PG production from the endometrium, but also conceptus elongation at an early stage of pregnancy in cows.

In the present study, since CCL14 (also known as HCC-1) expression increased in the endometrium of pregnant cows, we expected that CCL14 expression of the cultured endometrial tissues would have been increased by stimulation with FMP or IFNT. However, FMP had no effect and IFNT adversely inhibited CCL14 expression. 

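On day 15, the CCL14 signal of the 3 pregnant cows was 4.73, 4.95, and 9.95 array medians, and that of the 4 non-pregnant cows was 1.58, 1.45, 2.31, and 6.41, so 1 of 3 pregnant arrays lay above each non-pregnant array. On day 18, it was 5.10, 3.79, 5.34, and 3.71 in pregnant and 6.96, 2.68, 10.7, and 3.13 in non-pregnant cows, and the groups overlapped. When 1 array was left out in turn, the log2 fold change of day 15 stayed between 1.00 and 1.82, and that of day 18 ran from -0.48 to 0.19.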

We could not find an appropriate explanation for this apparently contradictory phenomenon. Since chemokine production is regulated by many factors, including cytokines, growth factors, and steroids [17,22,23], other factor(s) may have powerful effects on the stimulation of CCL14 production in the endometrium of early pregnant cows. For example, although IFNT inhibited CCL14 expression in these tissues, FMP showed no effect in this study. Hence, some substances other than IFNT in FMP might indirectly stimulate CCL14 production in cultured endometrial tissues, causing the inhibitory effects of IFNT on CCL14 expression to be masked. In humans, CCL14 is produced maximally by the endometrium at the time of embryo implantation and during early pregnancy, predominantly by decidualized stroma and epithelial cells [24], and its receptor (CCR1) is present on invasive extravillous trophoblasts [25]. In addition, the migration of trophoblasts is stimulated by CCL14 [25]. Since CCR1 protein was expressed in the fetal trophoblast as well as in endometrial epithelial cells in this study, CCL14 may induce the promotion of trophoblast migration in cows. In this study, CCL14 reduced COX2 and OTR expression in cultured endometrial tissues, suggesting that CCL14 decreases PG production in the bovine uterus. Taken together, although further studies regarding the physiological impact of CCL14 in regulating endometrial function are required, CCL14 may be an important factor in maternal-fetal communication in cows.

Little information is available about the involvement of CCL11 in bovine reproduction. CCL11, also known as eotaxin-1, increased in the endometrium on day 18 of pregnancy in this study. 

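The CCL11 signal of the 4 pregnant arrays of day 18 was 0.407, 0.496, 2.36, and 0.485 array medians, so that the third lay apart from the others. The 4 non-pregnant arrays of that day had 0.0166, 0.0193, 0.0182, and 0.0134, none well above background. On day 15, it was 0.0102 (not well above background), 0.0938, and 0.0437 in pregnant cows and 0.190, 0.0507, 0.0107 (not well above background), and 0.196 in non-pregnant cows. Without any 1 array, CCL11 remained past the threshold on day 18.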

Since the binding sites of CCL11 (CCR3) are expressed in bovine and human [26] endometrial epithelial cells, we expected that this chemokine would act as a paracrine factor in the endometrium after day 18 of pregnancy. However, CCL11 expression was not affected by FMP and IFNT, and CCL11 did not affect the expression of any gene in cultured endometrial tissues. A previous study demonstrated that CCL11 induces angiogenic responses by human CCR3-positive endothelial cells [27], and that estradiol-17β (E2) acts through CCL11 to recruit eosinophils to the uterine stroma during the estrous cycle in mice, but that these cells do not have a function in regulating either the duration of the estrous cycle or the fertility of mice [28]. In addition, CCL11 regulates extravillous trophoblast migration, invasion, and adhesion, highlighting a potential regulatory role for these chemokines during uterine decidual spiral arteriole remodeling in the first trimester of human pregnancy [29]. Thus, CCL11 may act on the trophoblast-conceptus via CCR3 rather than on endometrial cells in pregnant cows.

The precise roles of CCL16 in the bovine endometrium are currently unknown, but there is considerable information regarding its functions in immunological disease and cancer in humans. CCL16 mRNA was elevated in women with endometriosis, and immunoreactive CCL16 was predominantly demonstrated in the endometrium [30]. CCL16 increases antigen presentation of macrophages, enhances T-cell cytotoxicity, and stimulates the production of a number of inflammatory-type cytokines (interleukin-1β, TNF, interleukin-12) [31]. CCL16 and its receptors were identified in preterm placenta [32]. In addition, CCL16 induces endothelial cell motility, which is pivotal in vessel formation by stimulating the release of proinflammatory and proangiogenic chemokines [33,34]. In this study, CCL16 receptors (CCR1, CCR2) were expressed in the endometrial epithelial cells, and CCL16 drastically stimulated the expression of ISG15 and MX1 in cultured endometrial tissues. These effects are comparable with those of FMP and IFNT. Although a further study is needed to clarify the role of CCL16 in regulating bovine endometrial function in detail, it may positively influence angiogenesis and anti-viral activity by up-regulating ISG15 and MX1 expression at the time of maternal recognition in cows.

IFNT, the pregnancy recognition hormone in ruminants, is produced by mononuclear trophectoderm cells of conceptuses at a critical time to prevent regression of the CL function. One mechanism by which IFNT inhibits luteolysis is the down-regulation of OTR, which prevents OT-stimulated PGF secretion [35]. As expected, IFNT clearly stimulated ISG15 and MX1 expression but inhibited COX2 and OTR expression by the cultured endometrial tissues, suggesting that in vitro culture systems can support previous data regarding the biological effects of IFNT. On the other hand, TNF is well recognized as a potent luteolytic factor in many mammalian species, including cows. TNF and TNF receptors are present in the bovine endometrium, and TNF stimulates PGF production only in the bovine endometrial stromal cells by increasing COX2 mRNA in cattle [36,37,38]. IFNT reduced TNF-induced PGF synthesis directly by attenuating COX2 gene expression in bovine endometrial stromal cells in a dose-dependent manner [38]. Indeed, TNF stimulated COX2 and inhibited the expression of OTR and ESR1 in endometrial tissues in the present study. In contrast, TNF significantly stimulated the expression of both ISG15 and MX1 in endometrial tissues, similar to INFT, which is a known anti-luteolytic agent. Since TNF acts through TNF receptor type I/type II via various intracellular signaling pathways, including nuclear factor-kappa B/activator protein-1 and mitogen-activated protein kinase [39], TNF may contribute directly or indirectly to anti-viral activity within the uterus. LIF mRNA expression is observed in the endometrium of both humans and mice and its concentration increases in mid- and late secretory phases [40]. LIF is regarded as an important factor in both murine and human embryo implantation or decidualization. LIF-deficient female mice are infertile due to the failure of implantation [41]. Since LIF reduced COX2 and OTR expression in cultured endometrial tissues in this study, LIF may play an important role in establishing pregnancy in the process of maternal recognition in cows as well as in humans and rodents.

## 4. Materials and Methods

### 4.1. Collection of the Bovine Uterus and Fetal Trophoblast

Bovine uteri were obtained from Japanese Black cows at the institute ranch within 10–30 min of exsanguination. For the microarray analysis and immunohistochemistry, tissue samples were collected from cows on days 15 and 18 after artificial insemination (*n* = 4 animals/stage). The day of artificial insemination was designated as day 1. The uterine horn with ipsilateral of the CL was obtained and immediately cut open to see the endometrium. The presence or absence of fetal trophoblast was checked macroscopically to determine whether the cows were pregnant or not. The caruncular endometrial tissues (<0.5 cm^3^) were collected and submerged in RNAlater (Qiagen GmbH, Hilden, Germany) or in 10% neutral formalin and stored until use.

Supernatants derived from homogenized fetal trophoblast on day 18 of pregnancy (FMP) were collected as described previously [42]. Briefly, the fetal trophoblast was transferred into 2.5 mL of ice-cold homogenized buffer (300 mM sucrose, 25 mM Tris-HCl, 2 mM EDTA; pH 7.4) containing a proteinase inhibitor tablet (cOmplete Ultra tablet EDTA-free, Roche Diagnostics, Tokyo, Japan), and was homogenized in an ice bath with a rotor-stator homogenizer (TissueRuptor; Qiagen) using three 30 s bursts at maximum speed with 20 s intervals of cooling between each burst. The homogenate was subsequently centrifuged at 23,500× *g* for 30 min at 4 °C. The supernatant was collected and total protein concentration was measured using a commercial protein assay kit (DC Protein Assay Kit, 500-0111JA, BIO-RAD Laboratories Co., Ltd., Tokyo, Japan).

All procedures for animal experiments were carried out in accordance with guidelines approved by the Animal Ethics Committee of the National Institute of Agrobiological Sciences on 1 April 2014 (#H18-036-3).

### 4.2. Microarray Analysis

A custom-made 15 K bovine oligo DNA microarray was used for the microarray analysis, which was performed according to previous reports [43,44]. After verifying the quality of the RNA with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technology Inc., Wilmington, DE, USA), and an Experion RNA StdSens kit (700-7104JA, BIO-RAD Laboratories), we performed one-color microarray analysis. RNA integrity was confirmed, and all samples had an A260/280 ratio greater than 1.8 and an RNA integrity number greater than 8.5. The oligomicroarray produced by Agilent Technologies (Palo Alto, CA, USA) was used in this study. Sixty-mer nucleotide probes for the customized microarray were synthesized on a glass slide. cDNA synthesis, Cy3-labeled cRNA preparation, hybridization, and the washing and scanning of the array slides were performed according to the Agilent one color microarray-based gene expression analysis protocol. Briefly, 400 ng of total RNA from each sample were reverse-transcribed into cDNA using the Quick Amp Labeling Kit (Agilent Technologies) with an oligo dT-based primer, and then Cy3-labelled cRNA was prepared by in vitro transcription. Labeled cRNA was purified with an RNeasy Mini Kit, and the concentration and Cy3 dye incorporation (pmol Cy3/µg cRNA) were measured with a spectrophotometer. Labeled cRNA (600 ng) was fragmented and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies), according to the manufacturer’s instructions. The arrays were washed using a Gene Expression Wash Pack Kit and scanned using an Agilent Microarray Scanner. Feature Extraction ver. 9.5 was used for image analysis and data extraction. The microarray data from each sample were imported into GeneSpring 12 (Agilent Technologies) for use in the software’s normalization algorithm and for candidate gene detection. Normalization was performed by dividing each measurement of each array by the median of all measurements in that array (per chip normalization). The Gene Expression Omnibus (GEO, available online: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) accession numbers are as follows: GPL9284 for the platform, GSM2455260 to GSM2455274 for the samples, and GSE93580 for the series.

### 4.3. Real-Time PCR

Total RNA isolation and subsequent reverse transcription and real-time PCR steps were carried out as previously described [45]. The primers encoding the bovine sequences were chosen using an online software package (available online: http://primer3.ut.ee/) and synthesized as listed in Table 2. The primer length (18–25 bp) and GC contents of each primer (50–60%) were selected to avoid primer dimer formation.

Gene expression was measured by real-time PCR using an Mx3000P Real time PCR analyzing system (Agilent Technologies) and a QuantiFast SYBR Green PCR kit (204054, Qiagen) starting with 500 ng of reverse-transcribed total RNA. PCR was performed under the following conditions: (first step) 95 °C for 5 min; 45 cycles of 95 °C for 15 s, 60 °C for 30 s, and (second step) 95 °C for 60 s; then 60 °C for 30 s. The reaction was then held at 25 °C. Each PCR was followed by obtaining melting curves to ensure single product amplification. As standard curves, serial dilutions of appropriate cDNA were used for gene quantification. The expression ratio of each gene to SUZ12 polycomb repressive complex 2 subunit (SUZ12) mRNA, which has been demonstrated to be suitable for normalization in bovine endometrial tissue [46], was calculated to adjust for any variations in the PCR reaction. Use of the Mx3000P real-time PCR analyzing system at elevated temperatures resulted in reliable and sensitive quantification of the RT-PCR products with high linearity (Pearson correlation coefficient *r* > 0.96). To exclude any contaminating genomic DNA, all experiments included controls that lacked the reverse transcription enzyme. As a negative control, water was used instead of RNA for the PCR to exclude any contamination from buffers and tubes.

### 4.4. Immunohistochemistry

Immunohistochemistry for CCR1, CCR2, CCR3, and CXCR3 in the bovine endometrium and fetal trophoblast on day 18 of pregnancy was performed using the automated Ventana HX System Discovery with a DabMapKit (Roche Diagnostics), as described previously [47]. The 5 µm-thick sections from paraffin-embedded tissue were incubated at room temperature with rabbit polyclonal anti-human CCR1 antibody (ab140756, Abcam PLC, Cambridge, UK; dilution 1:200), rabbit polyclonal anti-human CCR2 antibody (NBP1-48337, Novus Biologicals LLC, Littleton, CO, USA; dilution 1:100), rabbit polyclonal anti-human CCR3 antibody (251536, Abbiotec LLC, San Diego, CA, USA; dilution 1:50), or rabbit polyclonal anti-mouse CXCR3 antibody (orb5924, Biorbyt Ltd., Cambridge, UK; dilution 1:50) for 12 h. The signals were detected using anti-rabbit IgG-Biotin conjugate (Sigma-Aldrich Co., LLC, St. Louis, MO, USA) diluted 1:100 for 1 h, and then counterstained with hematoxylin. Negative controls were performed using normal rabbit IgG (NBP2-24891, Novus Biologicals) diluted at concentrations equivalent to the primary antibodies. The sections were observed with a Leica DMRE HC microscope (Leica Microsystems K.K., Tokyo, Japan) and photographed with a Nikon Digital Sight DS-Fi1-L2 (Nikon Instruments Co., Tokyo, Japan).

### 4.5. Endometrial Tissue Culture

For the tissue culture study, endometrial tissue samples were collected from cows on days 10–12 of the estrous cycle (*n* = 5 animals). The endometrial tissues from the bovine uterus were separated using a modification of procedures described previously [36,42]. The uterine lumen was washed three times with 30–50 mL of sterile physiological saline supplemented with 100 IU/mL penicillin, 100 µg/mL streptomycin, and 0.1% BSA (735078, Roche Diagnostics). The uterine horn was cut transversely with scissors into several segments, which were slit to expose the endometrial surface. Caruncular endometrial strips were dissected from the myometrial layer with a scalpel and washed once in 50 mL of sterile saline-containing antibiotics. The endometrial strips were then cut into small pieces (2 mm^3^). The tissues (approximately 20–30 mg wt) were pre-incubated in Dulbecco’s Modified Eagle’s medium (DMEM; D1152, Sigma-Aldrich Co.) supplemented with 0.1% BSA. After pre-incubating for 4 h, the endometrial tissues were placed in culture medium (DMEM/Ham’s F-12; 1:1 (*v*/*v*); D8900, Sigma-Aldrich Co.) supplemented with 10% (*v*/*v*) calf serum (C6278, Sigma-Aldrich Co.), 20 IU/mL penicillin, 20 µg/mL streptomycin, and 0.05 µg/mL amphotericin B (516104, EMD Millipore Corp. Billerica, MA, USA), and cultured at 37.5 °C in a humidified atmosphere of 5% CO_2_ in air. Cultured endometrial tissues were further incubated in the medium with recombinant proteins as follows: bovine CCL2 (RP0027B, Kingfisher Biotech., Inc. St. Paul, MN, USA), human CCL8 (281-CP, R&D Systems, Inc. Minneapolis, MN, USA), bovine CCL11 (RP0071B, Kingfisher Biotech.), human CCL14 (1578-HC, R&D Systems), human CCL16 (TP723266, OriGene Technologies, Inc., Rockville, MD, USA), bovine CXCL10 (RP0079B, Kingfisher Biotech.), bovine tumor necrosis factor-α (TNF; 2279-BT, R&D Systems), human leukemia inhibitory factor (LIF; TP723270, OriGene Technologies), bovine IFNT (1.1 × 10^5^ U/mg, generated from HEK293 cells as described previously; Takahashi et al., 2017 [48]) or supernatant derived from homogenized fetal trophoblast on day 18 of pregnancy (FMP). After incubation for 18 h, the endometrial tissue and supernatant were collected and stored at −80 °C until use.

To determine the responsibility of cultured endometrial tissue, the concentrations of PGE2 and PGF2α in the culture media after stimulation with TNF were examined using commercial ELISA kits (PGE2; 500141, PGF2α; 516011, Cayman Chemical Co., Ann Arbor, MI, USA). Both the PGE2 (299.7% ± 7.4%) and PGF2α (185.2% ± 16%) concentrations were significantly increased by the addition of TNF.

### 4.6. Statistical Analyses

Microarray data were analyzed statistically with an unpaired Student’s *t*-test and summarized using GeneSpring 12 (Agilent Technologies). The differences of mRNA expression in the endometrium between the non-pregnant and pregnant group (each day 15 and 18) were analyzed statistically with an unpaired Student’s *t*-test. In tissue culture experiments, the difference of mRNA expression in the endometrial tissues between control group and treated group was analyzed using one-way ANOVA with Dunnett’s Multiple Comparison post hoc test with the KaleidaGraph 3.6 (Synergy Software, Reading, PA, USA) software package. All Experimental data for real-time PCR are presented as the mean ± SEM. A *p*-value < 0.05 was considered statistically significant.

## 5. Conclusions

In conclusion, chemokines that are increased in the endometrium of early pregnant cows, including CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10, may regulate PG production and antiviral activity in the uterus at the time of maternal recognition, together with IFNT, TNF, or LIF (Figure 6).

## Figures and Tables

**Figure 1:**
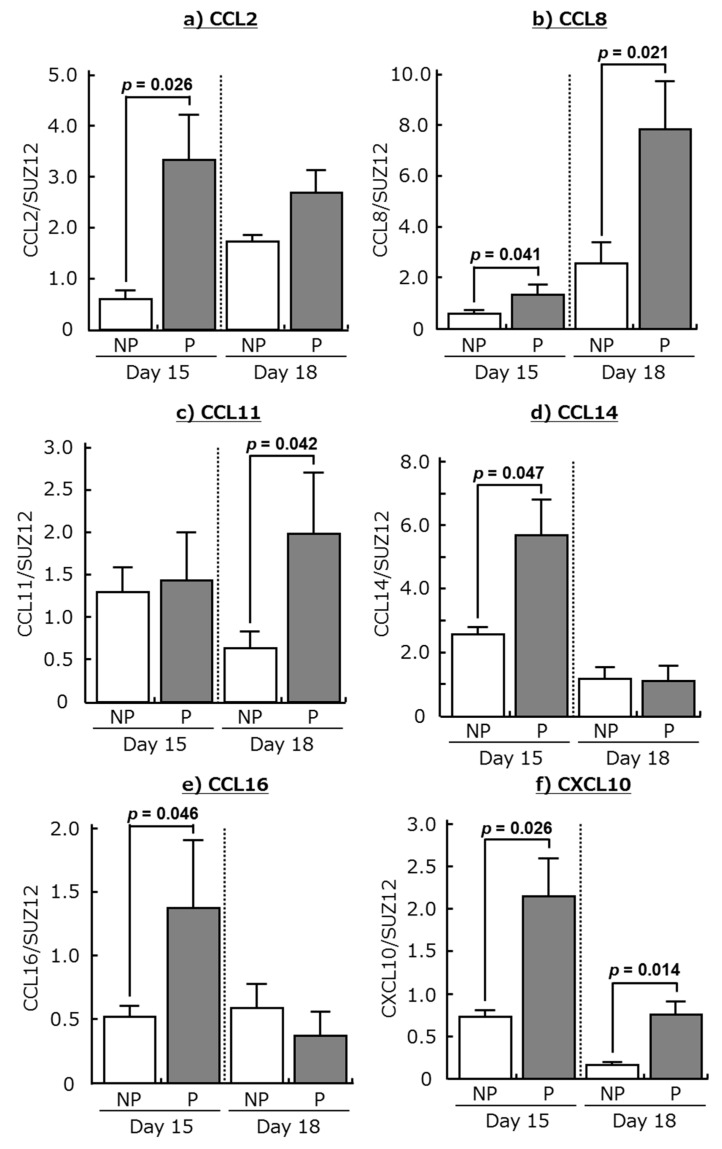
Changes in relative amounts of mRNA for (**a**) CCL2, (**b**) CCL8, (**c**) CCL11, (**d**) CCL14, (**e**) CCL16, and (**f**) CXCL10 in the endometrium at days 15 and 18 of non-pregnant cows (NP) and pregnant cows (P). Data are means ± SEM of four cows per stage and are expressed as relative ratios of the mRNAs to SUZ12 polycomb repressive complex 2 subunit (SUZ12). *p*-Values show significant differences between NP and P.

**Figure 2:**
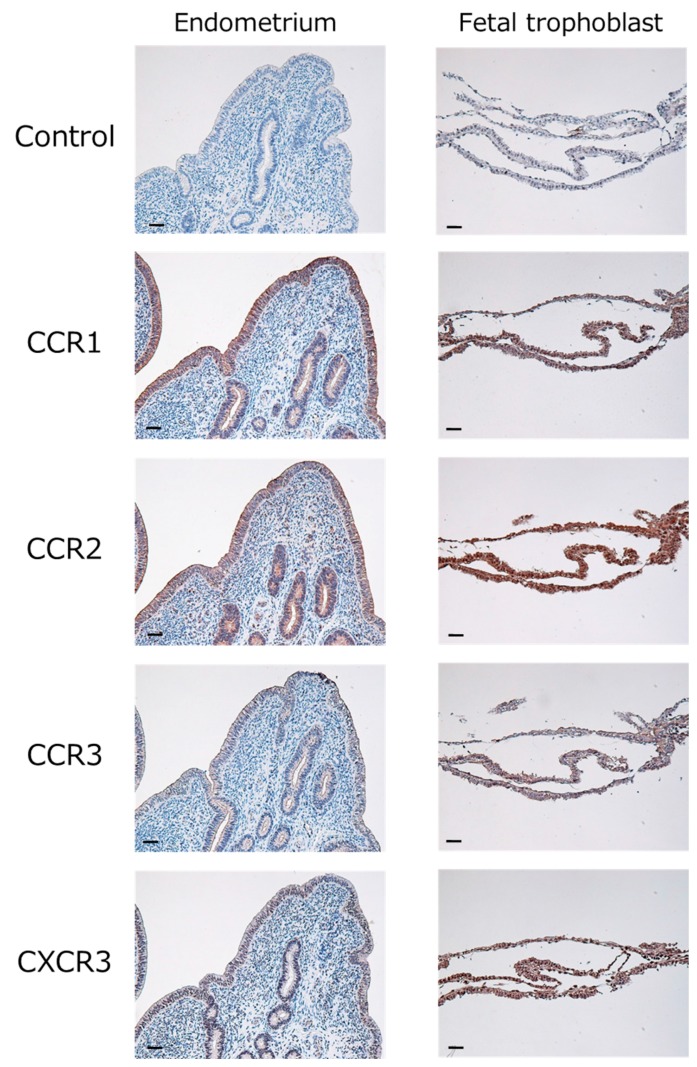
Localization of CCR1 (binds to CCL8, CCL14, and CCL16), CCR2 (binds to CCL2, CCL8, and CCL16), CCR3 (binds to CCL11), and CXCR3 (binds to CXCL10) in the bovine endometrium and fetal trophoblast obtained from cows in their 18th day of pregnancy. Intensive immunoreactivity was observed in endometrial epithelial cells, glandular epithelial cells, or fetal trophoblast. No positive immunoreactivity was observed in the negative control (Control). Scale bar = 50 µm.

**Figure 3:**
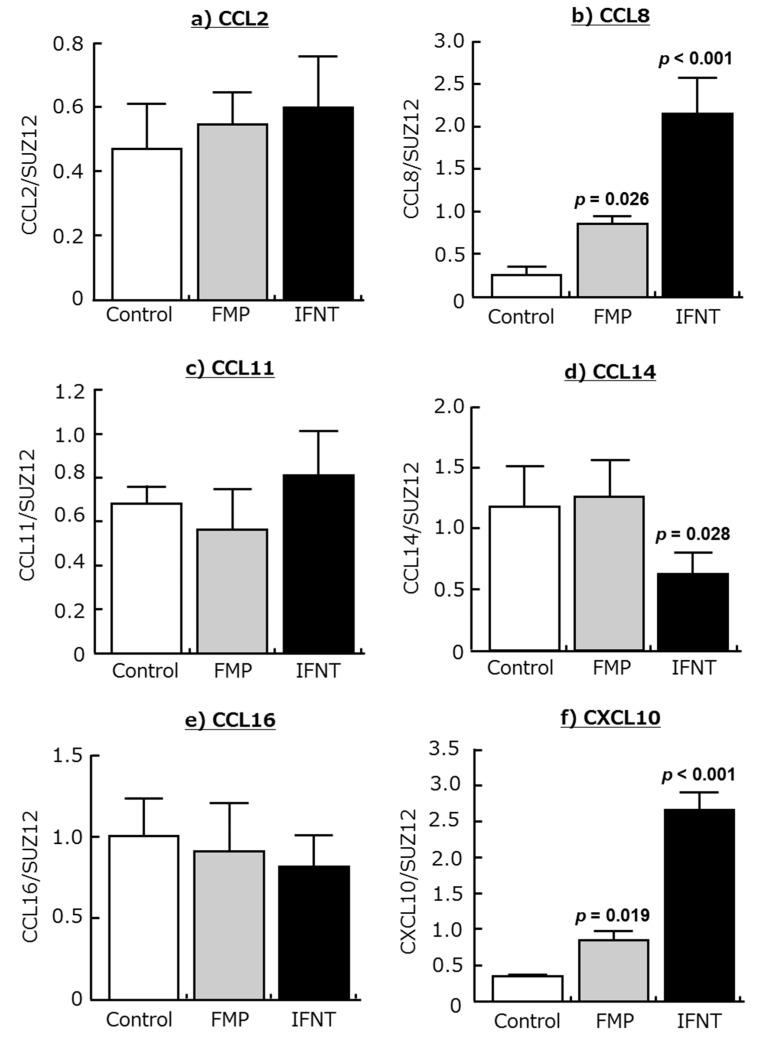
Effects of the supernatant derived from homogenized fetal trophoblast (FMP; 200 ng/mL) and interferon-τ (IFNT; 100 ng/mL) on the mRNA expression of (**a**) CCL2, (**b**) CCL8, (**c**) CCL11, (**d**) CCL14, (**e**) CCL16, and (**f**) CXCL10 in cultured bovine endometrial tissues. Homogenization buffer was added at the control group. Data are means ± SEM of five cows and are expressed as relative ratios of the mRNAs to SUZ12. *p*-Values show significant differences between treated group and control group.

**Figure 4:**
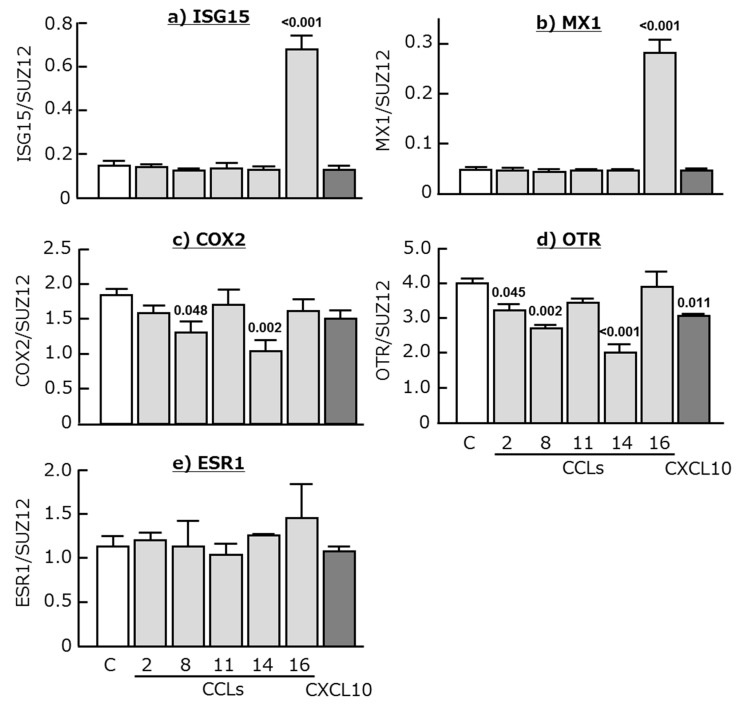
Effects of CCL2, CCL8, CCL11, CCL14, CCL16, and CXCL10 (50 ng/mL each) on the mRNA expression of (**a**) interferon-stimulated gene 15 (ISG15), (**b**) myxovirus-resistance gene 1 (MX1), (**c**) cyclooxygenase 2 (COX2), (**d**) oxytocin receptor (OTR), and (**e**) estrogen receptor α (ESR1) in cultured bovine endometrial tissues. Data are means ± SEM of five cows and are expressed as relative ratios of the mRNAs to SUZ12. *p*-Values show significant differences between treated group and control group.

**Figure 5:**
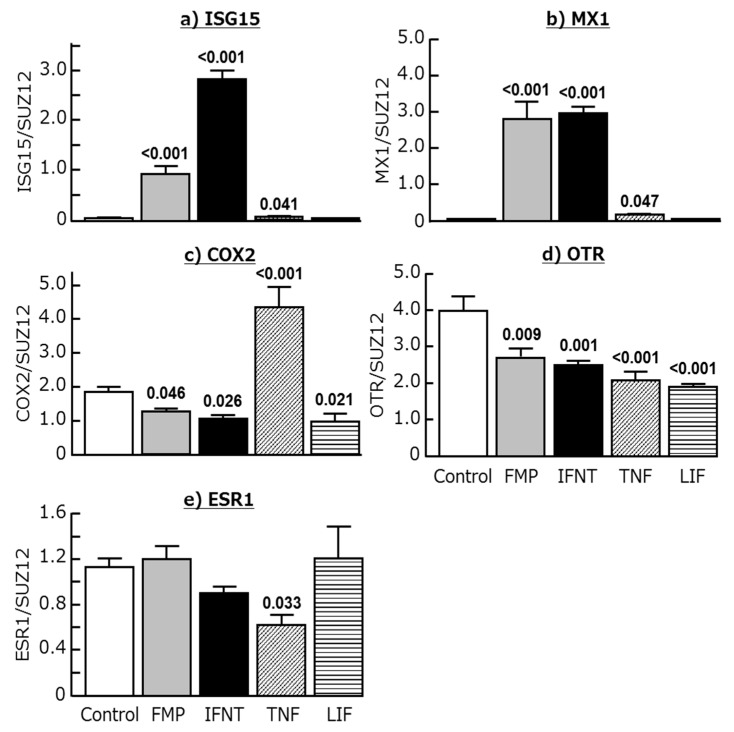
Effects of the supernatant derived from homogenized fetal trophoblast (FMP; 200 ng/mL), interferon-τ (IFNT; 100 ng/mL), tumor necrosis factor α (TNF; 50 ng/mL), and leukemia inhibitory factor (LIF; 50 ng/mL) on the mRNA expression of (**a**) ISG15, (**b**) MX1, (**c**) COX2, (**d**) OTR, and (**e**) ESR1 in cultured bovine endometrial tissues. Data are means ± SEM of five cows and are expressed as relative ratios of the mRNAs to SUZ12. *p*-Values show significant differences between treated group and control group.

**Figure 6:**
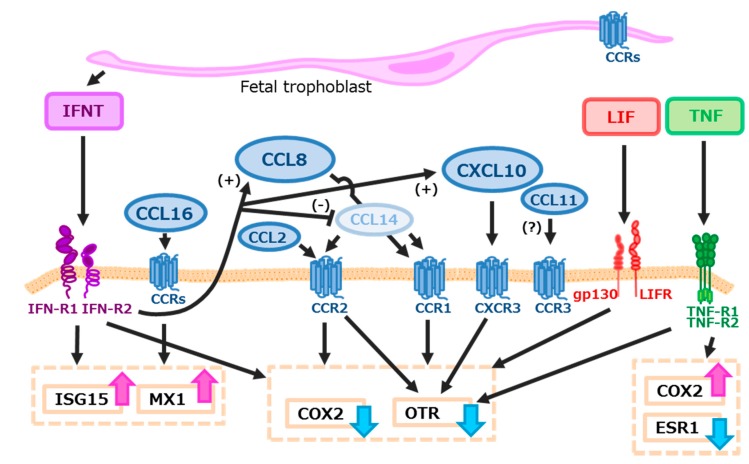
Hypothetical model for inhibition of luteolysis by IFNT and chemokines. Although this model is not concerned with the effects of steroids or growth factors, IFNT, CCL2, CCL8, CCL16, CXCL10, and LIF may block TNF-stimulated-COX2 expression in bovine endometrial cells, leading to the reduction of TNF-induced PGF2α output from the cells. Furthermore, IFNT and CCL16 may stimulate anti-viral activity by up-regulating ISG15 and MX1 expression at the time of maternal recognition in cows. Red and blue arrows show stimulatory and inhibitory actions of each substance, respectively. IFNT may stimulate both CCL8 and CXCL10 production and inhibit CCL14 production from bovine endometrium. Effects of CCL11 on bovine endometrial function are still unclear, although its receptor (CCR3) is expressed in the endometrial epithelial cells.

**Table 1:** Comparison of mRNA levels for selected chemokines in the endometrium of pregnant vs. non-pregnant cows as determined by microarray analysis (Fold > 2.0; *p* < 0.05).

Genes	Day 15 (344 Genes)	Day 18 (1336 Genes)
*CCL2* (*MCP-1*)	3.58	-
*CCL8* (*MCP-2*)	4.91	12.9
*CCL11* (*Eotaxin*)	-	61.1
*CCL14* (*HCC-1*)	2.67	-
*CCL16* (*HCC-4*)	2.55	-
*CXCL10* (*IP-10*)	2.10	21.1

**Table 2:** Primers used in real-time PCR.

Genes	Sequence (5′-3′)	GenBank Accession Number	Size (bp)
*CCL2*	Forward: TGCAGACCCCAAGCAGAAAT	NM_174006	144
	Reverse: AGAGGGCAGTTAGGGAAAGC		
*CCL8*	Forward: AACATGAAGGTCTCCGCTGG	NM_174007	108
	Reverse: GCAGCAGGTGATTGGGGTAG		
*CCL11*	Forward: TCACGAGCAGCAAATGTCCT	NM_205773	101
	Reverse: CATGGCATTCTGGACCCACT		
*CCL14*	Forward: ACTAAATTTCCCCGCTCGCT	NM_001046585	121
	Reverse: TGGCCAAACTTCTGCAGAGT		
*CCL16*	Forward: GCCCACTGAGAGGATGAAGG	XM_002695627	129
	Reverse: TACTTCAGGCAGCAGTTGGG		
*CXCL10*	Forward: CTCGAACACGGAAAGAGGCA	NM_001046551	117
	Reverse: TCCACGGACAATTAGGGCTT		
*ISG15*	Forward: GCAGACCAGTTCTGGCTGTCT	NM_174366	58
	Reverse: CCAGCGGGTGCTCATCAT		
*MX1*	Forward: GAGGTGGACCCCCAAGGA	NM_173940	58
	Reverse: CCACCAGATCGGGCTTTGT		
*COX2*	Forward: TGTGAAAGGGAGGAAAGAGC	AF004944	115
	Reverse: GGCAAAGAATGCAAACATCA		
*OTR*	Forward: TGTGCTGGACGCCATTCTT	NM_174134	93
	Reverse: GGAGCATGGCGATGATGAAAG		
*ESR1*	Forward: CAGGCACATGAGCAACAAAG	NM_001001443	84
	Reverse: TCCAGCAGCAGGTCGTAGAG		
*SUZ12*	Forward: GAACACCTATCACACACATTCTTGT	NM_001205587	130
	Reverse: TAGAGGCGGTTGTGTCCACT		

## Abbreviations

IFNT	interferon τ
COX2	cyclooxygenase 2
OTR	oxytocin receptor
ESR1	estrogen receptor α
CL	corpus luteum
PG	prostaglandin
TNF	tumor necrosis factor α
LIF	leukemia inhibitory factor
FMP	supernatant derived from homogenized fetal trophoblast
MCP	monocyte chemoattractant protein
MIP	macrophage inflammatory protein
E2	estradiol-17β

How the deposited data were processed for this re-analysis (not part of the article)

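Gene expression was measured in the caruncular endometrium of Japanese Black cows on days 15 and 18, in 4 non-pregnant and 3 pregnant cows of day 15 and 4 non-pregnant and 4 pregnant cows of day 18, with 1 one-color Agilent array per cow. The PCR, immunostaining and tissue culture experiments of the paper were not analyzed here. The deposited scanner tables give each spot an intensity on a linear scale, for which the authors' Feature Extraction software had removed a fitted background and detrended the array, with a surrogate value for spots at or below background, and nothing had been scaled between arrays. The authors also deposited a table of log2 values of the same arrays, which came from the same intensities with another scaling, and it was used as an alternative. All per-sample columns of that table had a sample.

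Each processed intensity was divided by the median of its array over the 15208 probes other than controls, as the methods state, and log2 was taken. Control spots and spots with an outlier flag were left out, spots of one probe were averaged, and saturated spots were kept. The 13164 probes well above background in at least 3 of the 15 arrays were tested. With limma 3.58.1 in R 4.3.3, 1 mean per group was fitted over all 15 arrays with moderated variances, and the contrasts were pregnant minus non-pregnant on each day, the difference between these (the interaction), and day 18 minus day 15 within each group. A probe was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change over 2. For named genes, an exact two-sided permutation test of the difference of mean log2 values was run beside limma. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. On simulated data with 200 of 13130 probes changed by 2.5 on the log2 scale, the procedure recovered 83.5% of them for day 15, 88.5% for day 18 and 67.5% for the interaction, and at a change of 1.5 it recovered 52.5, 62.5 and 18%.

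Gene symbols came from the files, with 6087 probes named through the RefSeq gene table of ARS-UCD2.0, which was used for names and neighbors only. Of the probes, 7448 had a symbol, 7103 of them distinct. The named genes were every gene the paper names that had a probe, and for each day the 5 largest rises and 5 largest falls among called probes with a symbol, with every array of one group beyond every array of the other and well above background in every array of the higher group. Where a gene had several probes, the brightest was taken. CCR2 and SUZ12 had no probe. IFN-tau-c1 was added to the named genes after its values were seen. Lists of 64 interferon-stimulated, 44 leukocyte, 41 trophoblast and 40 proliferation genes were written from general knowledge before the data were examined and tested with limma's camera (preset and estimated correlation) and fry. The members of the lists are not shared between them, and none is one of the 6 chemokines.

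The alternatives were other scalings (the 75th percentile of the array, quantile normalization, normexp with an offset of 50 on the raw intensities, and the authors' log2 table), other filters (none, or well above background in all 15 arrays), saturated spots set to missing, array weights, trend and robust variances, a fit of the 2 groups compared alone, the slide or the replicate number as a block, no fold limit, no adjustment, 1 probe per gene symbol, the methods' t-test with and without adjustment, and leaving out each array in turn. The scan day as a random block, the methods' t-test with 2 other filters, and the ratio of mean signals in place of the difference of mean log2 values for the chemokines were added after the data were seen. Under a random block, the lists were tested with fry, because camera takes no block. The number of arrays per group, 3 or 4, limits the precision.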

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

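The tests of the trophoblast transcripts, of the source of the rises of day 18 and of OXTR, the count of scan days shared between groups, and the test of the scan day for the interferon-stimulated list were chosen after the results were seen.

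The effect of pregnancy differed between the days for 358 probes with 207 gene symbols, of which 76.0% were higher on day 18 (57.1% after division by the 75th percentile and 59.4% after quantile normalization). Of 100 drawn splits of the arrays within each day, the real one included, 2 called as many. Most of these splits also mixed the groups of day 18, and so took apart the effect of pregnancy on that day. The count therefore cannot exclude chance for the interaction. The other of the 2 splits kept the groups of day 18 whole and called 540 probes. It put non-pregnant replicate 3 of day 15 with the pregnant arrays of that day, which follows the order of scanning. A further split that kept the groups of day 18 whole called 150. A random block for the scan day left 0 probes called by limma (844 at an unadjusted p under 0.05), so that every interaction given here for a single gene lost its call. When 1 array was left out, the count ran from 59 (without pregnant replicate 1 of day 15) to 549 (without non-pregnant replicate 3 of day 15). Pregnancy effects that change between the days stay open as an untested biological explanation, because no scan day held 2 groups.

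Interferon-stimulated genes rose more on day 18 than on day 15, with interactions of 4.09 for ISG15 (adjusted p = 0.0143), 2.76 for MX1 (adjusted p = 0.0189), 5.08 for OAS2 (adjusted p = 0.0128), 5.53 for MX2 (adjusted p = 0.00921) and 4.42 for RSAD2 (adjusted p = 0.00949). In the non-pregnant group of day 18, MX2 was well above background in 2 and OAS2 in 3 of 4 arrays, which limits the sizes of these 2. The list of these genes had a higher median in pregnant cows on both days. On each day only 1 of 35 splits, the real one, gave a median as far from 0, which is the smallest share that the splits allow. This count argues against chance but cannot exclude it by itself. On day 15 the evidence was weaker, since camera with an estimated correlation gave a p of 0.0794 and the median fell from 0.76 to 0.24 without pregnant replicate 2. Under a random block for the scan day, fry gave a p of 0.133 for the list on day 15 and of 3.56e-06 on day 18, while the probes called on day 18 fell to 49. The 8 non-pregnant arrays, from 4 scan days, had list medians of 1.31 to 1.61 (log2), against 4.29 to 5.00 in the pregnant arrays of day 18. These values argue against the scan day as the whole cause of the rise of the list on day 18. A share of the scan day in its size stays open, because no scan day held both groups. With that block, the 5 interactions were no longer past the threshold, and the log2 fold change of day 18 alone was 5.74 for ISG15 (adjusted p = 0.0141, with 2.1e-06 to 0.000198 over the alternatives set beforehand) and stayed past it. A response that grows from day 15 to day 18 is a candidate explanation that these values leave open.

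Of the genes called on day 15, ABCB1 (interaction of -2.09, adjusted p = 0.0267) and SLTM (-2.25, adjusted p = 0.0152) were higher in pregnant cows on that day and not called on day 18. PPM1G (2.75, adjusted p = 0.0261) and C-MOS (3.29, adjusted p = 0.00921) were lower on day 15, and C-MOS was higher on day 18. The mean signal of ABCB1 was 0.201 array medians in the non-pregnant group of day 15, and 0.838, 0.950 and 0.927 in the pregnant group of day 15 and the non-pregnant and pregnant groups of day 18. For SLTM, it was 0.863 against 3.04, 3.42 and 2.65. PPM1G was not well above background in any array of day 18, so its interaction is a fitted value and not a measured size. As many calls as on day 15 were made by 2 of 35 splits of the arrays, so chance cannot be excluded for the count of that day. On day 15, limma with the scan day as a random block called 0 probes (692 at an unadjusted p under 0.05), and pregnancy and scan day cannot be told apart there, because the 3 scan days of the non-pregnant group hold no pregnant array. No biological explanation was tested.

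SELE (interaction of -6.43, adjusted p = 0.0267) and NPR3 (-5.04, adjusted p = 0.0267) were called lower in pregnant cows on day 18 and were not called on day 15 in the fit as reported. With array weights, both were called higher on day 15, but the non-pregnant mean then rested mainly on replicate 2. Without that array, the unweighted log2 fold changes of SELE and NPR3 on day 15 were 1.04 and 0.80. Over the alternatives that keep all arrays, their log2 fold changes of day 15 reached 4.09 and 2.72, with adjusted p down to 0.0129 and 0.0146. SELE was well above background in 2 of the 4 pregnant arrays of day 18 and NPR3 in none, so the size for NPR3 is a fitted value. Of 35 splits of the arrays of day 18, 1, the real one, called as many probes, and the most that another split called was 4. These values argue against chance for the count of day 18. No explanation was tested for these 2 genes apart from the scan day, which cannot be told apart from pregnancy (0 shared scan days).

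Transcripts of the trophoblast appeared in pregnant cows of day 18, where IFNT2 was at least 46.7-fold, IFN-tau-c1 at least 95.0-fold and TKDP4 at least 271-fold higher than in non-pregnant cows. Without pregnant replicate 4 these bounds were 18.1, 38.6 and 113, and without replicate 1 they were 220, 409 and 1181. The paper does not discuss these in the endometrial arrays. The fitted interactions, with the non-pregnant group of day 18 below background, were 9.51 for IFN-tau-c1 (adjusted p = 0.033), which was named after its values were seen, 9.72 for TKDP4 (adjusted p = 0.0347) and 8.47 for IFNT2 (adjusted p = 0.0584), the last not past the threshold. The 4 pregnant arrays of day 18 had 0.0367, 10.9, 8.26 and 66.2 array medians of IFNT2, 0.0978, 19.5, 16.8 and 117 of IFN-tau-c1, and 0.271, 66.6, 45.0 and 307 of TKDP4. In replicate 1, IFNT2 and IFN-tau-c1 were not well above background. The values argue against a mislabelled non-pregnant cow in that array, since its interferon-stimulated median lay 2.68 (log2) above the highest non-pregnant array of day 18, and against slide or scan day, since replicate 2 on the same slide and scan day had a trophoblast median 5.06 (log2) higher. Of the other 14 trophoblast probes tested, 10 followed the order of the 4 arrays given by IFNT2, where 1 in 24 would by chance. Conceptus tissue adhering to the endometrial samples is therefore a candidate source. Trophoblast genes expressed by the endometrium itself were not tested. The paper states that the trophoblast was looked for by eye. Of the 15 probes tested, 1 was well above background in every non-pregnant array.

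The values argue against such tissue as the source of most rises of day 18. Over the 4 pregnant arrays, IFNT2 was highest in replicate 4 and lowest in replicate 1, as were 10 (71.4%) of the other 14 trophoblast probes tested. Of 480 rises called on day 18 with a value in every pregnant array, 44 (9.17%) had this order, and of the 472 outside the trophoblast list 36 (7.63%), where chance gives 8.33%. Single rises may still come from such tissue.

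OXTR was low in non-pregnant replicate 1 of day 18, with a log2 signal of -1.83 against 5.34 to 6.22 in the other 3 (gap over range 0.8915). Without that array the log2 fold change of day 18 was -4.99 and past the threshold, and with it -3.11 (adjusted p = 0.156). The values argue against a sample of a pregnant cow of day 18, because its interferon-stimulated median lay 2.68 (log2) below the lowest of those, and against a swap with a non-pregnant sample of day 15, because the highest of these lay 3.55 (log2) below the lowest of the other 3 arrays. Slide and scan day are argued against by replicate 2, on the same slide and scan day, with OXTR 7.36 (log2) higher. Of the 1565 probes called between the days in non-pregnant cows without that array, 905 (57.8%) put it nearer the mean of day 15, against 10.3, 14.8 and 15.6% for the other 3 arrays left out in the same way. In OXTR that array lay 2.08 (log2) below the lowest non-pregnant array of day 15, so its level was not that of day 15 either. A state of the cow like that of day 15 of the cycle stays open, because 1 gene cannot decide it. What put the array nearer day 15 in the other probes was not tested. In MSX2 (log2 signal of 0.85 against 1.72 to 1.84, gap over range 0.881) and PTPA (2.68 against 3.33 to 3.41, 0.8926) the same array was also the lowest, although both genes were higher on day 15, so these 2 did not move toward day 15.

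CCL11 was high in pregnant replicate 3 of day 18, with a log2 signal of 1.24 against -1.30 to -1.01 (gap over range 0.8873, with 0.8888 after division by the 75th percentile, which argues against the scaling). That array had the highest signal of its group for all 6 chemokines. CCL11 had an interaction of 6.32 (adjusted p = 0.0211), a fitted value, since the non-pregnant arrays of day 18 were not well above background. No biological explanation was tested.

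Single arrays lay apart in 5 further groups. ISG15 was low in non-pregnant replicate 4 of day 15 (2.53 against 3.57 to 3.67, gap over range 0.9172). PTPA was high in non-pregnant replicate 2 of day 15 (5.61 against 5.36 to 5.38, 0.9444), a small difference in size. ACTA2 was high in pregnant replicate 1 of day 18 (0.11 against -2.06 to -1.99, 0.9671). CCR1 was high in non-pregnant replicate 4 of day 18 (0.9552) and the dimmer probe of PTGS2 in non-pregnant replicate 3 of day 18 (0.8425), each well above background in that array alone. Of 98 groups tested, 9 had such an array, where chance gives 4.9. No explanation was tested for these 5.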

How the results depend on the processing

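The scan day as a random block, the methods' t-test with 2 other filters and the ratio of mean signals were chosen after the results were seen.

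The counts of called probes stayed within 1.5 times, and the values of the 6 chemokines and the medians of the 4 lists kept their direction and their side of the threshold, under the 75th percentile, the authors' log2 table, saturated spots set to missing, and trend and robust variances, which the list tests did not use. The share of higher calls did move. Under the 75th percentile it went from 43.8 to 62.4% on day 15, from 76.0 to 57.1% for the interaction, and from 40.4 to 25.6% and from 63.7 to 31.2% for the day in non-pregnant and pregnant cows, and in the authors' log2 table it was 62.4, 57.1, 25.7 and 31.4%. The ratio of mean signals, a value with no test, kept the direction of the 6 chemokines on both days and moved none by more than the SD between arrays, with no value for CCL11 on day 18. The shift of the median of all probes under the array median was -0.06 on day 15, 0.07 on day 18, 0.11 for the interaction, and 0.02 and 0.12 for day 18 over day 15 in non-pregnant and pregnant cows. Under the 75th percentile, it was 0.04, -0.00, -0.07, -0.10 and -0.18, and under normexp -0.14, 0.11, 0.21, -0.07 and 0.18. On day 18, CCL8, CCL11 and CXCL10 stayed past the threshold under every alternative set beforehand that gave a value, leaving out each array included. The log2 fold change ran from 3.41 to 3.81 for CCL8 and from 3.42 to 3.62 for CXCL10 over the alternatives that keep all arrays.

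With the scan day as a random block, the counts were 0 on day 15, 49 on day 18, 0 for the interaction (844 at an unadjusted p under 0.05), and 54 and 0 for day 18 over day 15 in non-pregnant and pregnant cows (1732 and 1726 at an unadjusted p under 0.05), and CCL8 (3.81), CXCL10 (3.62) and CCL11 (5.37, fitted) on day 18 were no longer past the threshold. Only the non-pregnant group of day 15 spans several scan days, so the estimate of this block, a correlation of 0.336, rests on the spread between scan days among those 4 arrays. With the slide as a random block, limma called 52 probes on day 15 and 179 for the interaction. For the lists, tested with fry under these blocks, the scan day left the interferon-stimulated median on day 15 (0.80, p of 0.133) and the leukocyte (0.66, p of 0.0703) and proliferation medians (0.55, p of 0.211) on day 18 no longer past the threshold, and the slide the interferon-stimulated median on day 15 (0.76, p of 0.0527) and the proliferation median on day 18 (0.55, p of 0.052).

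Array weights gave 1004 and 1421 probes on days 15 and 18, 1499 for the interaction, and 1692 and 2449 for the day in non-pregnant and pregnant cows. They put CCL2 (1.87), CCL8 (2.32), CCL14 (1.83) and CXCL10 (1.75) past the threshold on day 15, and reversed PTGS2 (-0.62) and ABCB1 (0.17) on day 18 and GADD45G (-0.31) and the trophoblast median (0.11) on day 15. SELE and NPR3 as higher and CXCR3 as lower on day 15, and OXTR as lower on day 18, also passed the threshold with these weights. The weights ran from 0.258 to 3.70, and the cause was not tested. In the non-pregnant group of day 15, replicate 2 had a weight of 2.31 against 0.258 to 0.536, so the mean of that group leaned on it.

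A fit of the 2 groups compared alone called 2 probes on day 15, 477 on day 18 and 157 for the day in non-pregnant cows, where fewer arrays estimate the variance. The methods' t-test without adjustment called 433 and 1157 probes on days 15 and 18 and put CCL2 (1.57) and CCL16 (1.11) past its threshold on day 15. After adjustment it called 0 probes on day 15 (1681 at an unadjusted p under 0.05), 188 on day 18 and 137 for the day in non-pregnant cows. With no filter it called 513 and 1319 probes at its threshold, and with probes well above background in all 15 arrays 254 on day 15. An unadjusted p in limma gave 669 and 1510 probes, 1845 for the interaction and 1638 for the day in non-pregnant cows, and no fold limit gave 1421 for the last. With 1 probe per gene symbol, fewer probes were tested, and 46 and 433 were called on days 15 and 18 and 498 and 847 for the day in non-pregnant and pregnant cows. With no filter, more probes were tested, and 1744 and 3080 were called for the day in non-pregnant and pregnant cows. The probes this adds were well above background in fewer than 3 arrays, where the floor of an array can set the value. LIF, well above background in no array, had a fitted change of 2.23 (log2, SE 0.33) between the days in pregnant cows. The added calls can therefore not be read as changes in expression. Normexp gave 1329 for the interaction, the cause of which was not tested.

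Normexp reversed RUFY1 on day 18 (0.12) and, on day 15, TNP2 (-0.14, called in the fit as reported), GADD45G (-0.073), the other probe of ESR1 (-0.39) and the leukocyte median (-0.19). Quantile normalization reversed LOC524650 on day 18 (-0.52) and the leukocyte median on day 15 (-0.023), as did the filter on all 15 arrays for the latter (-0.10). The cause was not tested.

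The replicate numbers did not pair the arrays, since the correlation of deviations over 21 pairs with the same number ran from -0.26 to 0.30 with a median of -0.03, and 3 were over 0.1. With a replicate block, limma called 8 probes on day 15 and 192 for the interaction, and TKDP4 (0.056), ADAMTS18 (0.14) and the trophoblast median (0.33) on day 15 changed direction.

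When each array was left out in turn, the counts ran from 4 to 344 on day 15, from 428 to 1043 on day 18, from 59 to 549 for the interaction, and from 616 to 1565 and from 737 to 1730 for the day in non-pregnant and pregnant cows. CCL2 on day 15 ran from 1.11 to 1.93 and CCL8 from 1.43 to 2.47, and both passed the threshold only without non-pregnant replicate 3. CCL14 ran from -0.48 to 0.19 and CCL16 from -0.39 to 0.20 on day 18. On day 15 the leukocyte median ran from -0.077 to 0.10 and the trophoblast median from -0.12 to 0.44, and the proliferation median of day 18 ran from 0.37 to 0.78 (0.56 and no longer past the threshold without pregnant replicate 4). On day 15, TKDP4 ran from -0.70 to 0.21, GADD45G from -0.17 to 0.33, ADAMTS18 from -1.52 to 0.28 and MX2 from -0.27 to 1.28. On day 18, PTGS2 ran from -0.24 to 1.04, RUFY1 from -0.24 to 0.22 and ABCB1 from -0.20 to 0.15.

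The methods' t-test gave no value for the interaction, which needs 4 groups, and the fit of 2 groups none either. Under the filter on all 15 arrays, CCL11 and other weak transcripts had no value. On day 18 the lowest signal well above background was from 53.5 to 75.03, against 9.60 to 28.3 on day 15, so weak transcripts are limited by background most on day 18.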

Differences from the paper's values

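The methods' t-test with 2 other filters, the ratio of mean signals and the scan day as a random block were chosen after the results were seen.

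On day 15, 105 probes were called, whereas the paper reports 344 genes. Of the alternatives set before the data were examined, the methods' t-test at its threshold without adjustment (433 probes) came within 1.5 times the paper's count. So did limma without non-pregnant replicate 3 (344 probes), and no other of these alternatives did. That this equals the paper's number may be chance, because it counts probes at an adjusted p and the paper counts genes. The paper names no array as left out. The methods' t-test with no filter (513) and on probes well above background in all 15 arrays (254), both chosen after seeing the values, were also within 1.5 times.

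On day 18, 757 probes were called, whereas the paper reports 1336 genes. The count was within 1.5 times the paper's with array weights (1421), the methods' t-test without adjustment (1157), an unadjusted p in limma (1510), no fold limit (910) and without non-pregnant replicate 1 (1043), and not under the other alternatives set before the data were examined. The methods' t-test with no filter called 1319 and on probes well above background in all 15 arrays 664, both chosen after seeing the values, and only the first was within 1.5 times.

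CXCL10 was 12.3-fold higher in pregnant cows on day 18, from the difference of mean log2 values, whereas the paper's Table 1 gives 21.1-fold. Of the alternatives set before the data were examined, only leaving out pregnant replicate 4 (15.4-fold) came within 1.5 times the paper's value, and the others did not. The ratio of the mean signals, chosen after seeing the values, was 14.2-fold and also within 1.5 times.

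The paper lists CCL2, CCL8, CCL14, CCL16 and CXCL10 as higher on day 15, and limma called none of them over all probes, with folds of 2.96, 3.83, 2.55, 2.16 and 1.74. Array weights called CCL2, CCL8, CCL14 and CXCL10, with the non-pregnant mean of day 15 resting mainly on replicate 2 (a weight of 2.31). Leaving out non-pregnant replicate 3 of day 15 called CCL2 and CCL8. The methods' t-test without adjustment called CCL2 and CCL16, and limma without adjustment called CCL2, CCL8, CCL14 and CCL16. When limma's p was adjusted over the list of 6 alone, which the study chose on these arrays, 4 of them had an adjusted p under 0.05 on day 15.

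By PCR, the paper's Fig. 1f shows CXCL10 lower in pregnant cows on day 18 than on day 15, whereas on the arrays it was 3.47 (log2) higher on day 18 (limma adjusted p = 0.0015). The assays differ, and the arrays of the days were scanned on different days. This change was not called with the scan day as a random block.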

Other observations

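The tests of non-pregnant replicate 3 of day 15 and the counts of scan days shared between the groups of one pregnancy status were chosen after the results were seen.

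Non-pregnant replicate 3 of day 15 lay with the pregnant arrays of that day on principal components 2 and 3, but within its own group on the first (-40.4). Without it, limma called 344 probes on day 15 in place of 105, and 221 of these (64.2%) put it nearer the pregnant mean. The shares for replicates 1, 2 and 4, left out in the same way, were 10.3% of 39 probes, 0% of 8 and 26.0% of 127. A state of that cow like that of the pregnant cows may be a candidate explanation. The array was also alone on its slide and its scan day, and a split of the arrays of day 15 into the 2 earlier and 2 later scan days called 350 probes, so the scan day cannot be told apart from the state of the cow. A mislabelled pregnant cow cannot be told apart either, because its interferon-stimulated median lay 0.073 (log2) below the lowest pregnant array of day 15, against 1.64, 3.04 and 1.84 in that group and 1.61, 1.41 and 1.42 in the other non-pregnant arrays.

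Between the days, 942 probes were called in non-pregnant cows (40.4% higher on day 18) and 1566 in pregnant cows (63.7% higher). After division by the 75th percentile, 25.6 and 31.2% were higher, after quantile normalization 36.8 and 40.7%, and after normexp 54.7 and 72.4%. In non-pregnant and pregnant cows, 1 of 35 splits each, the real one, called as many probes, which is the smallest share that the splits allow. The most that another split called was 655 in non-pregnant and 160 in pregnant cows. The split with 655 exchanged non-pregnant replicate 1 between the days. These counts argue against chance, less so in non-pregnant cows, and do not exclude it. Different background levels of the arrays are argued against as the source of most calls, because of the 9572 probes well above background in all 15 arrays 6.83 and 10.8% were called, and of the 3592 others 8.02 and 15.0%. The direction of the calls differed, with 298 of 654 and 770 of 1029 higher on day 18 among the former and 83 of 288 and 228 of 537 among the others, so an effect of background on the weaker probes stays open. The number of scan days that held both days was 0 in each status, so the day and the scan day cannot be told apart. When the scan day was a random block, limma called 54 and 0 probes (1732 and 1726 at an unadjusted p under 0.05). The change from day 15 to day 18 is the biological explanation in the design and was not tested apart from it.

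The trophoblast list of 41 genes, of which 34 are on the array and 15 probes were tested, had a median log2 fold change of -0.12 on day 15 (mean 0.19 and camera upward, p of 0.227) and of 4.22 on day 18 (13 of 15 probes higher, p of 2.35e-07 from limma's camera, 0.0611 with an estimated correlation and 0.00158 from fry). Under an adjusted p of 0.05 there were 0 and 9 probes over all probes and 1 and 13 adjusted over the list alone. With probes below background at their bound, the medians were 0.23 and 3.93. On day 15, 21 of 35 splits gave a median as far from 0, so chance cannot be excluded. On day 18, 2 of 35 did, so the count of splits does not exclude chance for the median by itself, whereas 9 single probes had an adjusted p under 0.05 in limma (ELF5 lower, the others higher in pregnant cows). The proliferation list of 40 genes, of which 23 are on the array and 22 probes were tested, had a median of -0.12 on day 15 (6 of 22 higher, p of 0.363) and of 0.55 on day 18 (17 of 22, p of 0.0116, 0.283 with an estimated correlation and 0.0378 from fry), with 0 and 1 probes over all probes and 0 and 2 adjusted over the list alone. As far from 0 were 19 and 5 of 35 splits, so chance cannot be excluded. Under the scan-day block, fry gave a p of 0.034 for the trophoblast and of 0.211 for the proliferation list on day 18. For the leukocyte list, 31 of 35 splits on day 15 and 1 of 35 on day 18 were as far from 0. This count argues against chance on day 18 only and does not exclude it, and camera with an estimated correlation gave a p of 0.0968 there. With bounds, the medians were 0.42 for leukocytes and 0.46 for proliferation on day 18, and 0.59 for the interferon-stimulated list on day 15. Of the probes tested, 26 of 29 interferon-stimulated, 22 of 31 leukocyte and 17 of 22 proliferation probes were well above background in every non-pregnant array.

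Of the receptors in the paper's text, for which the text names no assay, CCR1 was well above background in 1 of 15 arrays and CCR3 in none. CXCR3 was well above background in 2 of 4 non-pregnant and 1 of 3 pregnant arrays of day 15 and in none of day 18, with a log2 fold change of -1.03 on day 15 (limma adjusted p = 0.248, 3 of 3 pregnant arrays below each non-pregnant array). TNF was well above background in 1 array and LIF in none. On day 18 CXCR3 was not well above background in either group, so no fold is given.

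PTGS2, the gene of COX2, did not differ on either day (log2 fold changes of 0.39 and 0.42, limma adjusted p = 0.858 and 0.759), and array weights reversed the sign on day 18. OXTR had 2.32 ± 0.955 array medians (SD, n = 4) in non-pregnant and 1.69 ± 0.365 (n = 3) in pregnant cows of day 15, and 40.4 ± 30.5 and 1.92 ± 1.24 (n = 4 each) on day 18, where non-pregnant replicate 1 lay apart. ESR1 was at least 1.04-fold lower in pregnant cows on day 18 (limma adjusted p = 0.00191, 4 of 4 pregnant arrays not well above background), with no bound over 1 without non-pregnant replicate 4. Its other probe was also lower on day 18 (adjusted p = 0.0416) and kept its call in 5 of the 15 fits with 1 array left out, neither probe was called with the scan day as a random block, and the 2 probes went in opposite directions on day 15 (-0.51 and 0.51, adjusted p = 0.574 and 0.593).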
